A study of Mus musculus with 2 samples. Its data were reported in "Molecular characterization of projection neuron subtypes in the mouse olfactory bulb" (2021).

How the data were processed

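Single nuclei of the mouse olfactory bulb were profiled after injection of a retrogradely transported adeno-associated virus (retroAAV) that makes a nuclear green fluorescent protein. The virus is taken up by axon endings, so that a bulb nucleus carrying the reporter belongs to a neuron whose axon reaches the injected site or to a cell the virus reached in another way. One library came from an injection into the anterior olfactory nucleus (AON) and the other from an injection into the posterior piriform cortex (pPCx). The paper's methods do not describe the AON library, whose injection and preparation are known from the deposited labels alone, which give an adult animal but not its sex or exact age. Green nuclei were collected by fluorescence-activated nuclei sorting (FANS) and turned into 10x Chromium 3′ libraries. The labels put 1 library in each group, so no test between groups was possible: no p-value, standard error or count of changed genes is given, and every comparison is between these 2 libraries and not between the injection sites in general.

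The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and nucleus, made by the authors with Cell Ranger, which assigns reads to genes and counts each barcoded molecule once. The matrix header gives software version 3.1.0. The tables cover 31053 Ensembl genes and 2 reporter sequences, eGFP and tdtomato. The genome build is not stated for these libraries. Of the identifiers, 30934 (99.6%) were found in GENCODE M21, and the coordinates given below come from that annotation of GRCm38 and not from the deposited tables. Where genes overlap or are near copies of each other, the division of reads between them is uncertain.

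Nuclei with at least 1000 genes and at most 5% mitochondrial UMIs were kept, which is the quality filter in the methods of the study. Counts were scaled to 10000 UMIs per nucleus and log-transformed. The 2000 most variable genes, ranked within each library, gave 30 principal components, and a graph of 15 nearest neighbours was divided with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6 and scipy 1.17.1 under Python 3.11.15). The marker genes of the classes, the settings above, the gene lists, the rule for naming genes and all alternatives except 3 were fixed before the data were examined. The score that names a cluster from the markers was not. The first score took the class whose markers had the highest mean log2 fold over all filtered nuclei, and it called a cluster of 19 AON and 22 pPCx nuclei cortical glutamatergic neuron-like (mean log2 fold 0.31, against 0.16 for projection neuron markers). That score was replaced after this name was seen. In the score used instead, a cluster took the class whose markers were detected in the largest share of its nuclei on average, which made the same cluster projection neuron-like (49.8%, against 34.1% for cortical glutamatergic markers). Every share and list median below depends on this choice, and the values under the first score are given with the other alternatives. It stayed unnamed if fewer than 3 of those markers were detected, or if another class had more markers among its 10 leading genes. The type lists counted as projection neuron markers in this step.

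The resolution set beforehand was 0.3. At that setting 1 of the 4 clusters, with 27 AON and 22 pPCx nuclei, joined projection neurons with oligodendrocytes, had 5 oligodendrocyte markers against 1 of its own among its 10 leading genes, and could not be named. The classes were therefore taken at resolution 1, which had been listed beforehand as the alternative and which set 8 oligodendrocyte-like nuclei apart from the rest of that cluster. This choice was made after the clusters had been seen. The 3 alternatives added after the data had been seen are the first naming score, resolution 0.3 with the mixed cluster kept whole, and thinning to 10000 UMIs. No doublet caller was run, because the nuclei are too few for simulated doublets. Among projection neuron-like nuclei, 1 of the AON library and 1 of the pPCx library had over 3 times the median UMIs of the class in its library, and none had more than 1 UMI of *Gad1*, *Gad2* and *Slc32a1* for each 2 of the excitatory markers.

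For each library, UMIs were summed over projection neuron-like nuclei and scaled to CPM (counts per 1000000 UMIs). The log2 ratio of AON over pPCx was taken with 0.5 UMI added to each sum. Exact Poisson intervals accompany sums and exact Clopper-Pearson intervals accompany shares, all at 95%, and all of them cover counting error only. A fold against a sum of 0 is a lower bound computed against a floor of 3 UMIs. For each of 7 marker lists of the study's mitral (M1, M2, M3), tufted (T1) and external tufted (ET1, ET2, ET4) types, the median log2 ratio was taken over genes with at least 10 UMIs. It was ranked among 10000 random lists of the same size matched on UMIs, each gene replaced by 1 of the 100 nearest genes outside the lists. The counting interval of a median came from 2000 Poisson draws. The type lists were picked by the study from other libraries and 14 of their 67 genes had a UMI in over 20% of the 83 filtered nuclei outside the projection neuron-like class.

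To assign single nuclei, each projection neuron-like nucleus was thinned to 2000 UMIs and placed on the side of the list with the largest fraction of genes detected, with ties left unassigned. No nucleus was left out for being too shallow. Genes are named by fixed rules. The first takes, among 3863 genes with at least 100 UMIs in at least 10 nuclei and no more than 25% of the UMIs in 1 nucleus, the 8 with the largest ratio each way. The others take the type markers the study carried to in situ hybridisation (except *Olfr110* and *Olfr111*), the class markers, and fixed sets of pan-type, excitability and adhesion genes.

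The steps were tested on simulated data. For the AON over pPCx ratio in 82 projection neuron-like nuclei, 200 of 4822 genes were changed by 2 on the log2 scale in either direction. All 200 came back with the right sign, and their median deviation from the true value was -0.01. The largest deviation of a single gene was 1.22. For the assignment of nuclei, 420 simulated nuclei with 1 list raised to 200 CPM were placed on the right side in 96.2% of cases after thinning and in 100% without it. Most list genes lie far below that level in the libraries, so these rates hold for that level only. Clustering and naming were not simulated. The receptor genes examined in the closing section were those with at least 20 UMIs. A minimum of 10 was tried after values had been seen and was not kept. Alternatives covered the filter, the resolution, the number of components, clustering of each library alone, a rule on 7 marker genes without clusters, all filtered nuclei, equal weight for each nucleus, median-of-ratios scaling, 5 UMIs added, a minimum of 50 UMIs, the removal of nuclei with very high UMIs, the depth of thinning, the choice of lists and sub-clusters.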

Results

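Nuclei were sorted from the olfactory bulbs of adult mice whose AON or pPCx had received a retrograde virus. The bulb's projection neurons are the mitral cells (MCs) and tufted cells (TCs), and the comparison asks which molecular types of MCs and TCs were labelled from each target. The AON library held 188 nuclei with 2963064 UMIs, and the pPCx library held 74 nuclei with 2412067 UMIs. The median nucleus had 6079.5 UMIs and 1578.5 genes in the AON library, and 27013 UMIs and 6092 genes in the pPCx library. The filter removed 86 AON nuclei and 11 pPCx nuclei, all for having too few genes and none for mitochondrial UMIs. After it, 102 AON nuclei remained with a median of 22267 UMIs and 4797.5 genes, and 63 pPCx nuclei remained with a median of 31581 UMIs and 6655 genes. There is 1 library per group and therefore no replicate check on any difference below.

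To ask how much of each sort consisted of projection neurons, the nuclei of both libraries were clustered together. In the pPCx library, 59 of 63 nuclei were projection neuron-like, a share of 93.7% (95% interval 84.5 to 98.2). In the AON library, 23 of 102 were, a share of 22.5% (14.9 to 31.9). These shares rest on how a cluster of 19 AON and 22 pPCx nuclei was named. The first naming score called it cortical glutamatergic neuron-like and was replaced after that was seen. Under it the shares were 3.92% (AON) and 58.7% (pPCx), the furthest that any alternative moved the AON share. Resolution 0.3 without its mixed cluster gave the same shares, and with that cluster kept it gave 30.4% and 93.7%. A rule on 7 marker genes that uses no clusters gave 24.5% and 93.7%. The pPCx share was above the AON share at every setting. The remaining AON nuclei were GABAergic interneuron-like (51 nuclei), astrocyte-like (20 nuclei, 19.6%) and oligodendrocyte-like (8 nuclei, 7.84%). The pPCx library held 3 GABAergic interneuron-like nuclei, 1 astrocyte-like nucleus and 0 oligodendrocyte-like nuclei, and a count of 0 allows a share of up to 5.69%.

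**Figure D1:**
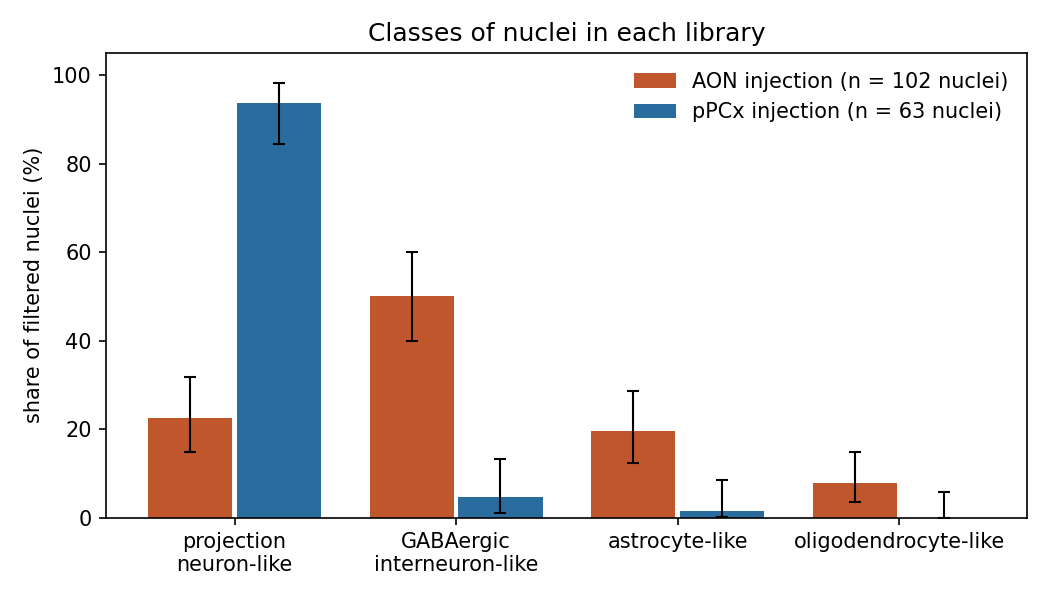
Share of filtered nuclei (%, bars) in each class, for the AON library (102 nuclei) and the pPCx library (63 nuclei). Lines are exact 95% binomial intervals, and projection neuron-like nuclei made up 22.5% of the AON library and 93.7% of the pPCx library.

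The projection neuron-like nuclei had median depths of 39459 UMIs (AON) and 34306 UMIs (pPCx), but the spread differed. In the AON library 8 of the 23 nuclei had 3291 to 7675 UMIs, below the shallowest pPCx nucleus (8767 UMIs), and 1 nucleus with 274993 UMIs held 25.3% of the UMIs of the class. The vesicular glutamate transporter gene *Slc17a7* stood at 215 CPM in the AON library and 194 CPM in the pPCx library, and *Cdhr1* at 197 and 185 CPM. These differences lay within counting error. After thinning, a UMI of *Slc17a7* was found in 26.1% of AON and 40.7% of pPCx projection neuron-like nuclei, and in 0 of 51 GABAergic interneuron-like nuclei of the AON library, whose median depth was 25830 UMIs. Without thinning these shares were 87.0%, 98.3% and 5.88%. *Tbx21* was lower in the AON library, at 66.2 CPM (51.8 to 83.4) against 131 CPM (116 to 146), and 61.1% of its AON UMIs came from that deepest nucleus. *Gad1* stood at 14.7 and 21.9 CPM, compared with 566 CPM in the GABAergic interneuron-like nuclei of the AON library.

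The marker lists of the 7 types were then compared between the projection neuron-like nuclei of the 2 libraries. All 13 M1-list genes with enough UMIs were higher in the pPCx library. Their median log2 ratio was -4.95 (counting interval -5.29 to -4.52), and none of the 10000 random lists had a lower median. With the 7 genes at 0 in the AON library set at their bound, the median was -3.03. The alternative that moved it furthest was 5 UMIs added, at -2.88. The M3 list was also higher in the pPCx library, with a median of -3.83 (-4.19 to -3.01) over 4 genes, or -1.70 with 2 genes set at their bound. The M2 list had a median of -0.17 (-0.39 to 0.31) over 9 genes, at percentile 38.2 of the random lists, and its genes went both ways (4 higher in the AON library and 5 in the pPCx library). The deepest AON nucleus held 72.6% of the AON UMIs of this list. The median was -0.48 without the nuclei over 3 times the median depth, -0.68 with equal weights and -0.97 with all filtered nuclei, each outside the counting interval, and it was above 0 with 5 UMIs added, with a minimum of 50 UMIs and under the first naming score. No direction is given for this list.

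The tufted lists mostly lay on the other side. The T1 list was higher in the AON library in all 6 genes, with a median log2 ratio of 4.48 (3.62 to 5.73), or 3.56 with 1 gene set at its bound. All 10000 random lists were lower. The ET2 list had a median of 2.01 (1.66 to 2.86) over 5 genes, above all random lists. These genes had UMIs in only 2 (*Lhx1*) to 7 (*Trp73*) AON nuclei, so the median rests on few nuclei. The random lists draw each gene on its own and do not allow for genes that share the same few nuclei. The ET1 list had a median of 1.01 (0.51 to 1.52) over 4 genes, at percentile 99.3. The ET4 list had a median of -0.80 (-2.19 to -0.04) over 5 genes, at percentile 7.28, and changed sign with the minimum of UMIs, when all filtered nuclei were used and under the first naming score.

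**Figure D2:**
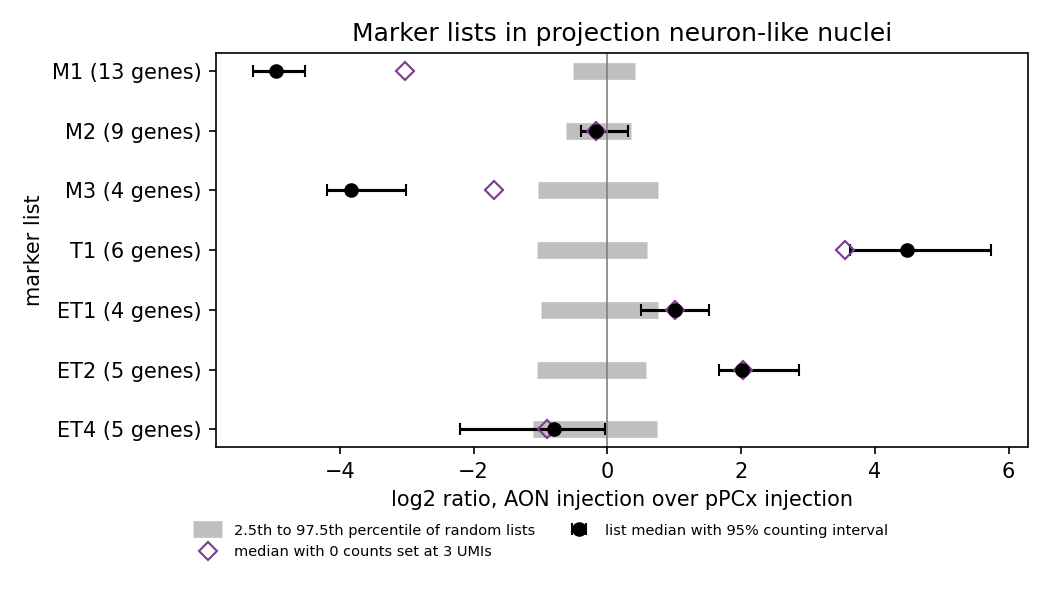
Median log2 ratio of AON over pPCx for each marker list (points, with 95% counting intervals), the median with genes at 0 counts set at 3 UMIs (open diamonds), and the central range of 10000 random lists (grey bars). M1 (-4.95) and M3 (-3.83) lie to the left of their random range and T1 (4.48), ET1 (1.01) and ET2 (2.01) to the right, while M2 (-0.17) lies inside it.

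When single nuclei were assigned to the list they matched best, 36 of 59 pPCx projection neuron-like nuclei fell on the M1 side, a share of 61.0% (47.4 to 73.5). In the AON library 1 of 23 did, a share of 4.35% (0.11 to 21.9). Without thinning the shares were 61.0% and 0 of 23, which allows up to 14.8%. The M2 side held 15 of 59 pPCx nuclei (25.4%, 15 to 38.4) and 8 of 23 AON nuclei (34.8%, 16.4 to 57.3), and the intervals overlapped. Without thinning these were 32.2% and 43.5%. The M2 side did not hold like nuclei in the 2 libraries. Without thinning, its lowest pPCx nucleus held M2-list genes at 1988 CPM. Of its AON nuclei, those at 6131 and 5404 CPM lay above that value and the others lay between 451 and 1862 CPM. Some of these AON nuclei had only 3291 to 6480 UMIs and at most 0.18 of the list's genes detected. The shares therefore do not show that M2 cells were equally common. M2-side shares rested on genes that are also common outside projection neurons. Without list genes detected in over 20% of the other nuclei, they fell to 6.78% in the pPCx library and 0 of 23 in the AON library. The M2-list genes left had at most 24 UMIs in the AON library (*Zfp114*) and 108 in the pPCx library (*Piezo2*). The fall therefore cannot tell a missing type from sparse genes. The M1-side share of the pPCx library remained 61.0%, but the M1 list kept *Ebf1*, with 2210 UMIs there. Under the first naming score, which keeps 4 AON and 37 pPCx nuclei, the M1-side share of the pPCx library was 97.3% and the M2-side share was 0%. The tufted side held 9 of 23 AON nuclei (39.1%, 19.7 to 61.5) and 3 of 59 pPCx nuclei (5.08%, 1.06 to 14.1). Without thinning these were 56.5% and 1.69%. The M3 side held 3 AON nuclei (13.0%) and 5 pPCx nuclei (8.47%), or 0 and 3 without thinning.

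**Figure D3:**
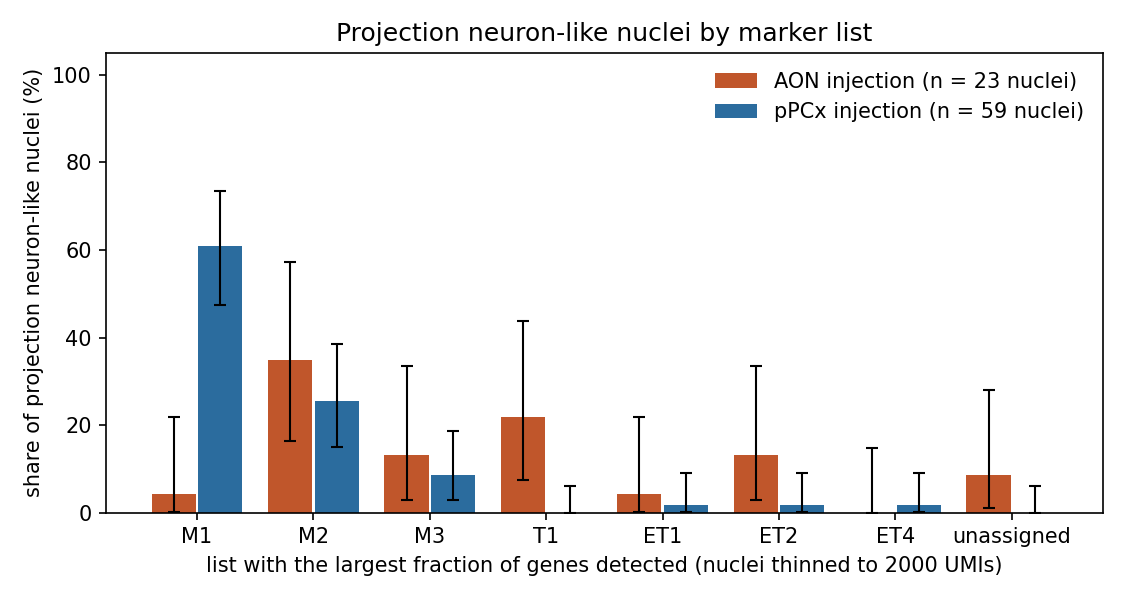
Share of projection neuron-like nuclei (%) assigned to each marker list after thinning to 2000 UMIs, for the AON library (23 nuclei) and the pPCx library (59 nuclei), with exact 95% binomial intervals. The M1 side held 61.0% of the pPCx nuclei and 4.35% of the AON nuclei, and the T1 side held 5 AON nuclei and 0 pPCx nuclei.

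Within the pPCx library the nuclei formed separate groups. The 36 nuclei on the M1 side without thinning held M1-list genes at 7392 CPM, and the 19 on the M2 side at 189 CPM. All AON projection neuron-like nuclei together held them at 187 CPM. These numbers describe the assignment, which was made from the same genes. When only 7 of the M1-list genes were used to assign nuclei, the 7 genes left out still stood at 7060 CPM (6911 to 7211) in the 34 nuclei on the M1 side and at 558 CPM (515 to 603) in the 25 others.

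**Figure D4:**
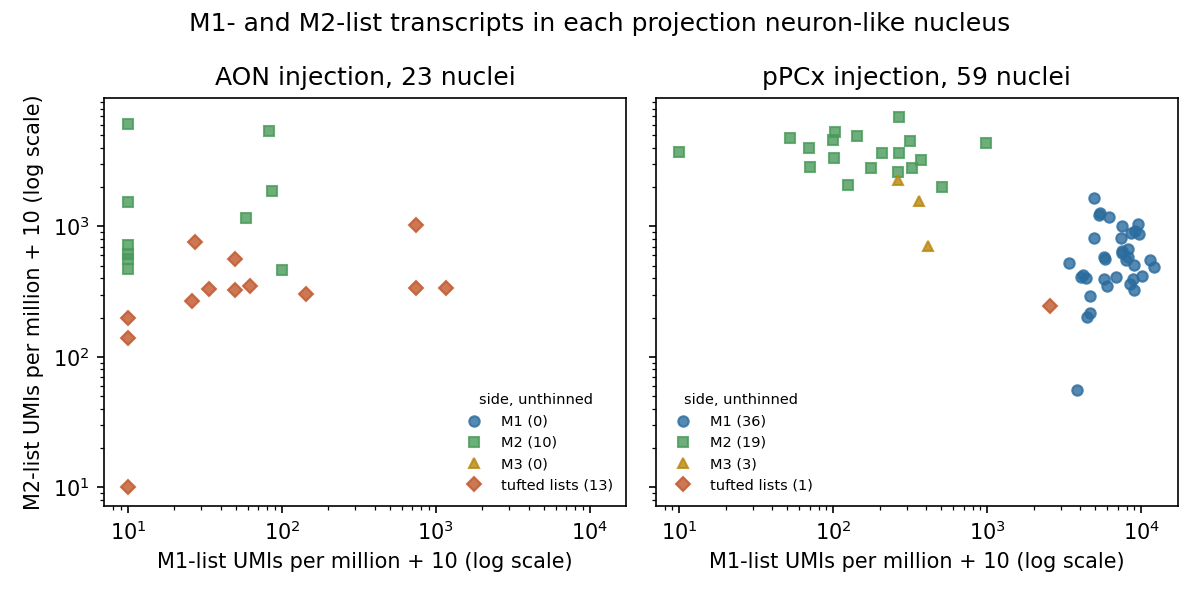
CPM of M1-list genes (horizontal) and M2-list genes (vertical) in each projection neuron-like nucleus, with 10 added and on log scales, for the AON library (left, 23 nuclei) and the pPCx library (right, 59 nuclei). Marker shapes give the side of each nucleus without thinning: the pPCx library had 36 M1-side and 19 M2-side nuclei, and the AON library 0 and 10.

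Among the 3863 genes that met the first naming rule, the largest ratios towards the pPCx library were those of *Xist*, *Tsix*, *Cntn6*, *Rmst*, *Doc2b*, *Kcng1*, *Col23a1* and *Vcan*. *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had 0 UMIs in the AON library and 1744 in the pPCx library, at least 272-fold higher. *Tsix* overlaps it on the other strand, so that its reads are uncertain. *Cntn6* (ENSMUSG00000030092, chromosome 6, 104492790 to 104863406), an M1-list gene for an adhesion molecule, stood at 11.0 CPM (5.70 to 19.3) in the AON library and 1696 CPM (1643 to 1749) in the pPCx library. *Kcng1* (ENSMUSG00000074575, chromosome 2, 168260117 to 168281736), the potassium channel gene used to mark M1 cells, had 0 UMIs in 23 AON nuclei and 109 UMIs in 39 of 59 pPCx nuclei, at least 17-fold higher. *Rmst* changed direction when all filtered nuclei were used, to a log2 ratio of 0.38.

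Among the same 3863 genes, the largest ratios towards the AON library were those of the Y-linked *Eif2s3y*, the odorant receptor genes *Olfr113*, *Olfr112*, *Olfr115* and *Olfr111*, and *Sema5b*, *Gria4* and *Eepd1*. *Eif2s3y* had 133 UMIs in the AON library and 0 in the pPCx library, at least 94.9-fold higher. *Gria4* (ENSMUSG00000025892, chromosome 9, 4417896 to 4796234), which encodes an AMPA receptor subunit, stood at 1725 CPM (1648 to 1805) in the AON library and 167 CPM (151 to 185) in the pPCx library. *Sema5b* (ENSMUSG00000052133, chromosome 16, 35541145 to 35664732), a guidance gene, stood at 156 CPM (134 to 182) and 12.9 CPM (8.69 to 18.4). *Olfr115* (ENSMUSG00000092413, chromosome 17, 37608940 to 37627109) had 428 UMIs in 10 AON nuclei and 2 UMIs in 2 pPCx nuclei, a ratio of 458 (126 to 3795). *Olfr115* overlaps *Olfr116* on the same strand. Of the 31-base stretches of the 4 receptor genes' transcripts, 7.85% (*Olfr112*) to 24.4% (*Olfr111*) were found in other receptor genes of the neighbourhood. The division of reads is therefore uncertain.

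**Figure D5:**
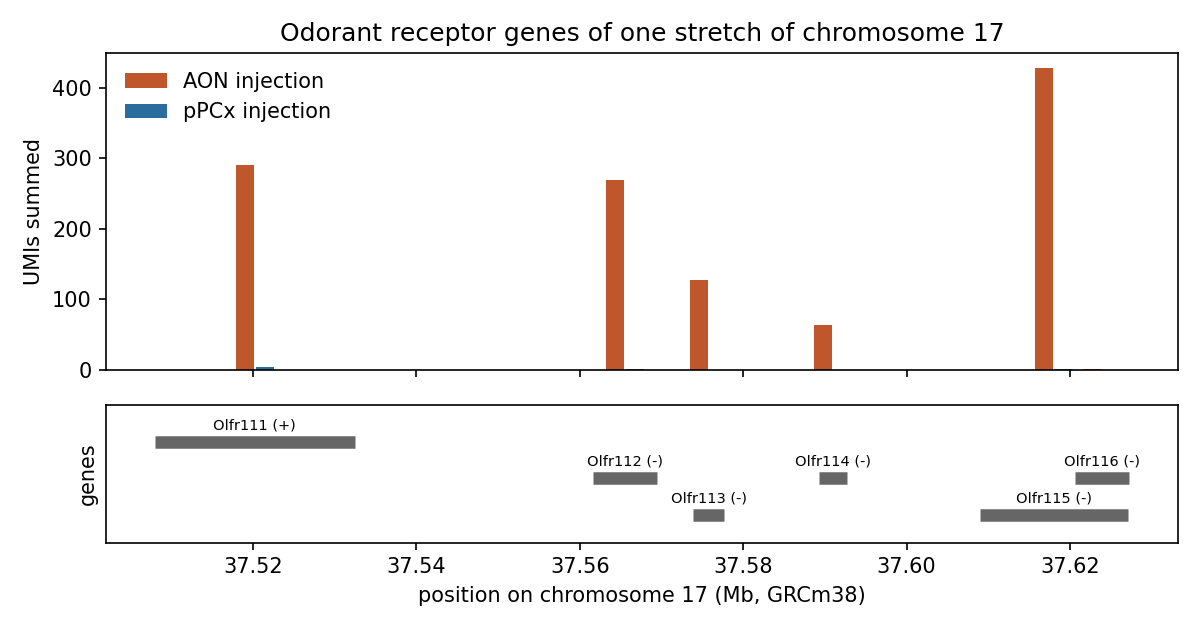
UMIs summed over projection neuron-like nuclei (top) and gene positions with strands (bottom) along a stretch of chromosome 17 in GRCm38. *Olfr111* had 291 UMIs, *Olfr112* 269, *Olfr113* 128, *Olfr114* 64 and *Olfr115* 428 in the AON library, and each had 4 or fewer in the pPCx library.

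Of the type markers carried to in situ hybridisation, the M2 marker *Piezo2* had 1 UMI in the AON library and 108 in the pPCx library, a ratio of 50.4 (8.86 to 2011) towards pPCx, whereas the M2 marker *Zfp114* stood at 22.1 and 18.9 CPM, within counting error. The M3 marker *Fst* had 3 UMIs in the AON library and 141 in the pPCx library, a ratio of 22.0 (7.36 to 108). The T1 marker *Barhl2* had 27 UMIs in 8 AON nuclei and 1 UMI in the pPCx library, a ratio of 57.8 (9.53 to 2367) towards AON. The ET2 marker *Ebf3* stood at 48.7 CPM (36.5 to 63.7) in the AON library, in 4 nuclei, and at 8.59 CPM (5.25 to 13.3) in the pPCx library, where 95% of its UMIs came from 1 nucleus. *Calca* and *Ly6g6e* had 0 UMIs in both libraries. Of the other markers, *Lhx5*, *Sertm1* (both M1) and *Cadps2* (M3) were higher in the pPCx library and *Vdr* (T1) was higher in the AON library. The ET1 marker *Wnt5b* was 1.97-fold (1.09 to 3.82) higher in the pPCx library, against the direction of its list. The ratios of *Coch*, *Lhx1* and *Foxo1* lay within counting error (that of *Foxo1* moved outside it with equal weights and became 1.31 on the log2 scale with all filtered nuclei), and *Vgll2* had 4 and 3 UMIs.

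Of the genes that the study described across types, the mitral genes *Fam19a2* and *Tnfaip8* were 2.21-fold (2.02 to 2.41) and 3.13-fold (2.47 to 4.01) higher in the pPCx library, with 68.4% and 46.8% of their AON UMIs in the deepest nucleus. The tufted genes *Zbtb20* and *Astn2* were 3.64-fold (3.22 to 4.12) and 6.06-fold (5.58 to 6.57) higher in the AON library. Of the external tufted genes, *Shisa6* was 2.46-fold (2.05 to 2.96) higher in the AON library, with 80.1% of its pPCx UMIs in 1 nucleus, and *Gabbr2* and *Pip5k1b* lay within counting error. Among adhesion and excitability genes, *Cdh20* was 17.3-fold (12.2 to 25.2), *Cdh6* 6.15-fold (4.86 to 7.85) and *Kcnj6* 5.93-fold (3.74 to 9.67) higher in the AON library. *Nrp2* was 32.0-fold (19.3 to 57.4) higher in the pPCx library and *Nrp1* 2.24-fold (1.94 to 2.58) higher in the AON library, the latter with a change of direction to a log2 ratio of -0.12 when all filtered nuclei were used. *Kcnd3*, *Kcnq3* (with 69.0% of its AON UMIs in the deepest nucleus, and a log2 ratio of -0.51 that was -0.085 with equal weights), *Sema3e*, *Cdh7* and *Cdh9* were also higher in the pPCx library, and *Kcnh5* (with 53.9% of its AON UMIs in the deepest nucleus), *Kcnj2* and *Cdh13* in the AON library, while *Cdh8* and *Plxna3* lay within counting error. *Pbx3*, which encodes a transcription factor, stood at 133 and 149 CPM, a log2 ratio of -0.16 that became 0.72 with equal weights and 2.70 with all filtered nuclei.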

Values the study reported

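For its targeted pPCx library, the study reported that 74 nuclei were retained, with a median of 6,092 genes. Its classifiers designated 57 of 62 nuclei as projection neurons. Of those 57, it reported 44 as M2 by at least 80% of classifiers and 6 as M1, with binomial p-values of 0.001 and 5.57e-05. The counts were meant to check a proposal made from nuclei simulated from bulk libraries of AON and pPCx injections. It held that M1 cells mainly project to anterior targets and M2 cells to posterior ones.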

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

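The test in this part was chosen after the result was seen. Of the AON library, 86 barcodes lay below the filter and entered no comparison, and they held 48 UMIs of the projection neuron genes *Slc17a7*, *Slc17a6*, *Tbx21* and *Cdhr1*, more than the 3 UMIs that a count of 0 allows. The UMIs were spread over 28 barcodes with a median depth of 775 UMIs. In the 11 pPCx barcodes below the filter the same genes had 3 UMIs, at 281 CPM against 529 CPM above it. Free RNA with the makeup of the filtered nuclei would give these genes about the same CPM below and above the filter. They stood at 507 CPM (374 to 672) below it and 199 CPM above it, a ratio of 2.54, which argues against that source. Free RNA from the unsorted tissue, and projection neuron nuclei that lost most of their RNA, remain open. If the second holds, the filter may have removed AON projection neurons, and the AON share above would then be too low. The M1-list genes *Gabra2*, *Cntn6*, *Ebf1* and *Nrp2* had 42 UMIs in 7 of the 86 AON barcodes. They stood at 444 CPM there and 387 CPM above the filter. *Gabra2* is not specific to M1, as 80.7% of the 83 filtered nuclei outside the projection neuron-like class held it. Above the filter it stood at 517 CPM in GABAergic interneuron-like and 375 CPM in astrocyte-like AON nuclei. In AON projection neuron-like nuclei it stood at 24.8 CPM. The comparison therefore cannot tell M1-like nuclei from other cells, and whether M1-like AON nuclei were removed is open too. No biological explanation was tested.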

How the results depend on the processing

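The first naming score, resolution 0.3 with its mixed cluster kept and thinning to 10000 UMIs were tests chosen after the result was seen. No paired analysis was possible because each group has 1 library, and no result has a test.

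Without the filter the AON library had 188 nuclei (medians 6079.5 UMIs and 1578.5 genes) and the pPCx library 74 (27013 and 6092). The stricter filter left 93 AON nuclei (22652 and 4926) and changed nothing in the pPCx library. The projection neuron-like share was 7.98% (AON) and 81.1% (pPCx) without the filter, 3.92% and 58.7% at resolution 0.3 and under the first naming score, and 100% (pPCx) with each library clustered alone. The fall comes from 1 cluster, unnamed at resolution 0.3 (27 AON and 22 pPCx nuclei) and named cortical glutamatergic neuron-like under the first score (19 and 22).

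The first naming score leaves 4 AON and 37 pPCx nuclei. The list medians became -3.64 (M1), -2.70 (M3, 2 genes), 2.90 (T1, 1 gene) and 3.92 (ET2), and M2 (0.088) and ET4 (2.05) reversed. The M1-side share became 0% (AON) and 97.3% (pPCx) and the M2-side share of the pPCx library 0%. So, where clusters are used, the M2-side share in the pPCx library rests on the name of 1 cluster. The rule on 7 marker genes, which uses no clusters, again gave 25.4% (15 of 59). That rule weighs excitatory against inhibitory genes, so it does not decide between the names of the cluster.

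With all filtered nuclei the medians were -0.97 (M2), -1.05 (M3), 3.61 (T1), 0.39 (ET1), 0.82 (ET2) and 0.41 (ET4, reversed). *Rmst* (0.38) and *Nrp1* (-0.12) reversed too. With 5 UMIs added they were -2.88 (M1), 0.29 (M2, reversed), -1.39 (M3) and 2.95 (T1), as small sums are pulled together. With at least 50 UMIs per gene they were -5.69 (M1), 0.034 (M2, reversed), -2.99 (M3, 2 genes), 7.12 (T1, 1 gene), 0.29 (ET1) and 2.17 (ET4, reversed, 1 gene). Equal weights gave -0.68 (M2) and -4.30 (M3), the 7-gene rule -4.49 (M1), -2.72 (M3) and -0.019 (ET4), and leaving out nuclei over 3 times the median -0.48 (M2). Where no cause is named, the cause was not tested. The M1 and M3 medians stayed below 0 and those of T1, ET1 and ET2 above 0 under all 10 alternatives, of which those with 1 or 2 genes say little about a list.

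The M1-side share of the AON library, 1 nucleus, was 0% without thinning, at 4000 and at 10000 UMIs, and without common genes, and 21.7% (5 of 23) in sub-clusters. Without common genes the M2-side share was 0% (AON) and 6.78% (pPCx), from M2-list genes with few UMIs. In sub-clusters it was 78.3% (AON), but the sub-clusters were named M1 and M2 only, so no nucleus could be tufted there. The M2 sub-cluster had 0 M2-list genes among its 10 leading genes, which included *Olfr115* and *Olfr112*. Of 61 named genes, 15 moved with 5 UMIs added, 16 with equal weights, none with median-of-ratios scaling, and 41 with all filtered nuclei. The 23 AON nuclei limit every AON share to wide intervals.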

Other observations

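The tests of free RNA, of a few genes, of a library-wide shift, of swapped labels and of sex for the M1 list, the test of animals of different sex, the test of shallow AON nuclei that passed the filter, the test of eGFP and both tests of the receptor genes were chosen, or changed, only after the result was seen.

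The share of M1-side nuclei among the 59 projection neuron-like nuclei of the pPCx library was 61.0%. The share of M2-side nuclei among the same 59 was 25.4%. The shares have another denominator than those of the study, which counted over the nuclei its own classifiers designated as projection neurons in the pPCx library, so no direction is given for them. As a number of nuclei of that library, the M1 side held 36. That is higher than the number quoted from the study above. The M2 side held 15. That is lower than the number quoted from the study above. Over the alternatives run for these shares the M1 side held 35 to 37 pPCx nuclei and the M2 side 0 to 22. The 22 came from sub-clusters, none of which was named tufted. The classes and sides here were rebuilt from marker lists. The study's classifiers on regulon activity were not run here, so it is open whether the differences lie in the rebuilt names or in those classifiers. The first naming score does not bear on the M1-side number, which was again 36. Its share became 97.3% because 37 nuclei were left. The M1 list and the M1-side share were higher in the pPCx library, against the anterior preference that the study proposes for M1 cells. With 1 library per site and 23 AON nuclei, this does not decide that proposal. Several technical explanations for the M1 list being higher in the pPCx library were tested. After thinning to the same depth, the M1-side share of the pPCx library was still 56.7 percentage points above that of the AON library, which argues against depth. Without the 5 pPCx nuclei that held most M1-list UMIs the median log2 ratio was -4.75, which argues against a few nuclei, and 13 of 13 genes shared the direction, which argues against a few genes. Free RNA in the pPCx library would reach all its nuclei alike, but (in a test recast after a simpler form had been run) the 7 M1-list genes left out of the assignment were 12.7 times higher on the M1 side than in the other projection neuron-like nuclei of that library. The same 12.7 argues against a library-wide shift that raises these genes alike in all projection neuron-like nuclei of the library. A shift in part of them remains open, since each site has 1 library. The study's methods give a female for its pPCx mouse, so after a swap of the 2 library labels the library labelled AON would have to hold *Xist*, but it had 0 *Xist* UMIs in its projection neuron-like nuclei. A sex difference between the 2 animals cannot be told apart from the injection site: *Xist* stood at 749 CPM in the pPCx library, and each site has 1 animal. The reach of each injection and the biological difference between the targets remain open and untested.

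*Xist* and 4 Y-linked genes (*Ddx3y*, *Uty*, *Eif2s3y*, *Kdm5d*) parted the libraries. A *Xist* UMI was found in 98.4% of the 63 filtered pPCx nuclei and in 2 of 102 AON nuclei, and a Y-linked UMI in 97 of 102 AON nuclei and 11 of 63 pPCx nuclei. The division held in projection neuron-like, GABAergic interneuron-like and astrocyte-like nuclei, which is consistent with animals of different sex. The 12 Y-linked UMIs in the pPCx library are not explained by this, and their origin was not tested. Any gene that differs between the sexes may therefore appear among the differences reported above.

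Non-projection classes were larger in the AON library. If shallow AON nuclei that passed the filter were the cause, the projection neuron-like share would rise towards that of the pPCx library among nuclei with at least 2000 genes. It was 16.1% (15 of 93) there, against 93.7% in the pPCx library, which argues against them: of the 9 AON nuclei with fewer genes, 8 were projection neuron-like. Projection neuron nuclei lost below the filter remain open as a part of the cause, but not as all of it. Even if all 86 barcodes there were such nuclei, the 51 GABAergic interneuron-like, 20 astrocyte-like and 8 oligodendrocyte-like AON nuclei would remain. The pPCx library held 3, 1 and 0 nuclei of these classes. Virus that reached bulb cells directly and impure sorting were not tested.

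Although the nuclei had been sorted for a green reporter, eGFP had 3 UMIs over the 188 AON barcodes and 1 UMI over the 74 pPCx barcodes, and tdtomato had 0 in both. A transcript at 10 CPM would have given 53.8 UMIs over both libraries, but the level of the viral transcript is not known, so too few UMIs per nucleus remains open. Whether the eGFP sequence in the reference covers the 3′ end of the viral transcript was not tested, and no biological explanation was tested.

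*Olfr111*, *Olfr112*, *Olfr113*, *Olfr114* and *Olfr115* lie within chromosome 17, 37508030 to 37627109 (GRCm38), and were counted almost only in AON projection neuron-like nuclei. Of the 23 such nuclei, 9 had UMIs of at least 3 of the 5 genes and 7 had all 5. *Olfr111* is on the T1 list. The largest share of a gene's UMIs in 1 nucleus was 21.9%, which argues against 1 nucleus holding the UMIs. This holds for genes with at least 20 UMIs. With a minimum of 10, tried and then dropped after values were seen, *Olfr110* entered with 14 UMIs, 50% of them in 1 nucleus, and the test came out the other way. Reads shared between near-identical copies cannot be told apart from joint expression: up to 24.4% of the 31-base stretches of a gene's transcripts (*Olfr111*) were found in 38 other receptor genes of the neighbourhood, a set widened from the 5 genes after values were seen, and the share was 7.85% for *Olfr112*. The reads, which would show where in the transcripts the UMIs lie, were not analysed here. A candidate explanation is a stretch of receptor genes that is open in TCs. Singled out after its values were seen, *Vmn1r209*, on chromosome 13, had 245 UMIs in the AON and 438 in the pPCx projection neuron-like nuclei (43 nuclei in all) and 0 in the 83 other filtered nuclei.

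With 10 principal components, 12 nuclei of the pPCx library formed a cluster of their own with 3 M3-list genes among its 10 leading genes. Of these nuclei, 7 were on the M1 side, 2 on the M2 side and 3 on the M3 side without thinning. If the M3-list genes alone made the cluster, leaving them out of the clustering would dissolve it, but all 12 nuclei again formed 1 cluster of 12. The cluster was shallower, with a median of 16312.5 UMIs against 42516 in the other 47. After thinning, a UMI of *Fst* or *Cadps2* was found in 75.0% of the 12 (42.8 to 94.5) and in 8.51% of the other 47 (2.37 to 20.4). Both genes are among the 10 leading genes of the cluster, so this share decides nothing and fewer UMIs in these nuclei cannot be told apart from a type as the reason for the cluster. The 12 nuclei may be M3-like, and in that case the M1 side of the pPCx library would be 29 of 47 nuclei outside this cluster. The cluster held 0 AON nuclei.

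The deposited pPCx table held 74 nuclei with a median of 6092 genes before any filter, and 63 nuclei with a median of 6655 genes after the filter in the methods. The number of nuclei and median quoted from the study above are those of the table before the filter.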
